A study of Mus musculus with 3 samples.

How the data were processed

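Leptomeninges, the thin inner membranes that cover the brain, were microdissected from vehicle-treated mice, dissociated into cells and sorted by flow cytometry, and RNA was isolated on silica columns, per the labels' protocols. From each sample 2 ng of RNA, with an integrity number between 9.7 and 10, was amplified as cDNA over 12 cycles with a template-switching low-input kit. Libraries were then made from 10 ng of that cDNA with 8 cycles of PCR and sequenced as paired 50 bp reads. The labels described 3 libraries, all of 1 group, the pia-enriched fraction, numbered 1 to 3 as in the labels. What the vehicle was given for, and the sex and age of the mice, were not stated.

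The values used were counts per gene as deposited: whole numbers, different in total between libraries, with no normalization. The labels name a table of normalized counts, whereas the table analysed here held raw counts. The aligner, the counting program, the genome build and the strand setting were not stated in the labels or in the table. The table held 46983 gene rows, identified by Ensembl mouse gene numbers with symbols, and 5 counter rows for reads assigned to no gene, of the kind that htseq-count writes. Those counter rows made up 45.6%, 39.1% and 39.6% of the total of libraries 1, 2 and 3 and were left out of library sizes and tests. Without their version number, 46488 of the gene identifiers (98.9%) were found in GENCODE M21, the annotation of the GRCm38 assembly. Coordinates below are those of GENCODE M21 on GRCm38, matched on the gene identifier; the build used by the authors may differ. The symbols of 27 genes were written as dates, as spreadsheets do, and 76 symbols stood on more than 1 gene; genes were therefore handled by identifier. No column lacked a sample.

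Gene counts came to 21002860, 28704952 and 25338616 in libraries 1, 2 and 3. A count of 0 allowed up to 3 counts, which is 0.143, 0.105 and 0.118 counts per 1000000 (CPM) of the unscaled gene counts in the 3 libraries. On the scaled library sizes, described below and used for the CPM of genes, 3 counts are 0.152, 0.101 and 0.116 CPM. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals, these floors and the chi-square test between libraries cover counting error only. Counts were not divided by gene length unless stated. Reads of near-identical genes, and of overlapping or antisense genes, could be split or lost by the counting, so the values of multigene families such as the haemoglobins and ribosomal RNA are uncertain.

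Library sizes were scaled by TMM in edgeR 4.0.16 under R 4.3.3. Genes were filtered with filterByExpr at a minimum count of 10, which with 1 group requires the equivalent of that count in all 3 libraries and left 14409 genes. Values are log2(CPM + 1), and differences on this scale understate the change of low genes. Pairs of libraries were compared by correlations across genes, which are not independent replicates, and by a chi-square test of homogeneity of their counts. The biological coefficient of variation was the square root of edgeR's common dispersion in an intercept-only model. With 1 group, edgeR's quasi-likelihood test has no contrast. Genes variable between libraries were therefore sought with edgeR's goodness-of-fit test at the trended dispersion, a chi-square on 2 degrees of freedom, with Benjamini-Hochberg adjustment and a threshold of 0.05. In counts simulated from the means, library sizes and dispersions of the 14409 genes, with 200 genes changed 8-fold in 1 library, this test recovered 130 of the 200 with 2 false calls. At a dispersion 0.1 times as large it recovered 199. In all simulations of this test the changed genes were drawn above a mean count higher than the minimum of the filter. Recovery among the lowest genes was therefore not simulated.

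Lists of marker genes, called panels here, were written from general knowledge of mouse brain and meninges and not from a reference data set. There were 21 panels with 157 genes, of which 16 described cell types, and 0 genes stood on more than 1 panel. A further 38 genes, on lists written after the main values had been seen, were used only for the closing hypotheses; 0 of them stood on a panel. The median of the fibroblast panel minus that of each other cell type panel was tested in the 3 libraries with a two-sided exact sign-flip permutation test, whose smallest possible p-value with 3 libraries is 0.25. The variation of a panel was the range, over libraries, of its genes' mean deviation from their own means, given as a percentile among 10000 random lists matched on mean abundance in 20 bins. On simulated values, 5% of unshifted lists and 100% of shifted lists lay above percentile 95. These values were independent between genes, so the simulation does not cover panels whose genes vary together.

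The grouping, the tests, the panels, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named the 10 most abundant genes, every gene of both fibroblast panels, the 2 most abundant genes of each other panel, the 5 most abundant collagens, and the 10 genes with the largest range among those called variable. Genes named outside that rule are said to be so. A gene that the rule selected is not reported here. Alternatives fixed in advance were DESeq2 1.42.0 size factors or its dispersion trend, plain library totals, other count filters, a pseudocount of 0.1, the mean in place of the median, scaling by exon length, and leaving out each replicate in turn. Chosen after seeing the data were a filter on a mean of at least 10 counts, library sizes without ribosomal and mitochondrial RNA genes, the removal of trends against GC content and exon length, and the panel variation without each replicate. The trends were removed as medians over 20 bins per library. In counts simulated with these trends at 0.5 times the dispersion, the test recovered 156 of 200 changed genes without the removal and 189 with it. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the panels and plots.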

Results

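The transcriptome of sorted mouse leptomeningeal cells was measured by bulk RNA sequencing in 3 libraries from vehicle-treated mice. The series describes the aim as profiling leptomeningeal fibroblasts, the collagen-producing cells of these membranes. All libraries belonged to 1 group, so no treatment comparison was possible. The comparisons below are those between replicate libraries and between sets of genes. Libraries 1, 2 and 3 held 21002860, 28704952 and 25338616 gene counts (25015476 ± 3861201, SD, n = 3). At least 1 count was found for 21144, 22167 and 21942 genes in libraries 1, 2 and 3, and at least 10 counts for 15287, 16893 and 16349 genes. Across libraries 25083 genes had a count in any library and 18614 in every library. Genes encoded in the mitochondrial genome took 0.918% of gene counts in library 1, against 3.60% and 3.46% in libraries 2 and 3.

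The first question was how alike the replicates were. Over 14409 genes, the Pearson correlation of log2(CPM + 1) across genes was 0.933 between libraries 1 and 2, 0.941 between 1 and 3, and 0.975 between 2 and 3. Spearman correlations were 0.928, 0.936 and 0.973. The median absolute log2 ratio between libraries was 0.49, 0.45 and 0.28 for the same pairs. Chi-square per degree of freedom, set against counting error alone, was 211, 195 and 75.6, so no column of counts was a copy of another. Amplified reads of separate samples exceed counting error in any case, so these values say nothing more about the replicates. The common biological coefficient of variation was 0.372. It was 0.273 when library 1 was left out, 0.404 without library 2 and 0.429 without library 3. The alternative that moved it most was the use of all genes with any count, which gave 0.499.

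Part of the distance of library 1 followed base composition. Across 14375 genes, the log2 ratio of library 1 to the mean of libraries 2 and 3 correlated with GC content at a Spearman coefficient of 0.608, and with exon length at -0.30. The ratio of library 2 to library 3 gave -0.23 and 0.249. Of 10 equal groups of genes ordered by GC content, the lowest (median 39.9%) had a median log2 ratio of library 1 to the others of -1.06, and the highest (median 59.4%) of 0.36. These are correlations across genes, which are not independent replicates. After removal of both trends the Pearson correlations were 0.963, 0.958 and 0.977 in the same order of pairs, and the coefficient of variation was 0.304.

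**Figure D1:**
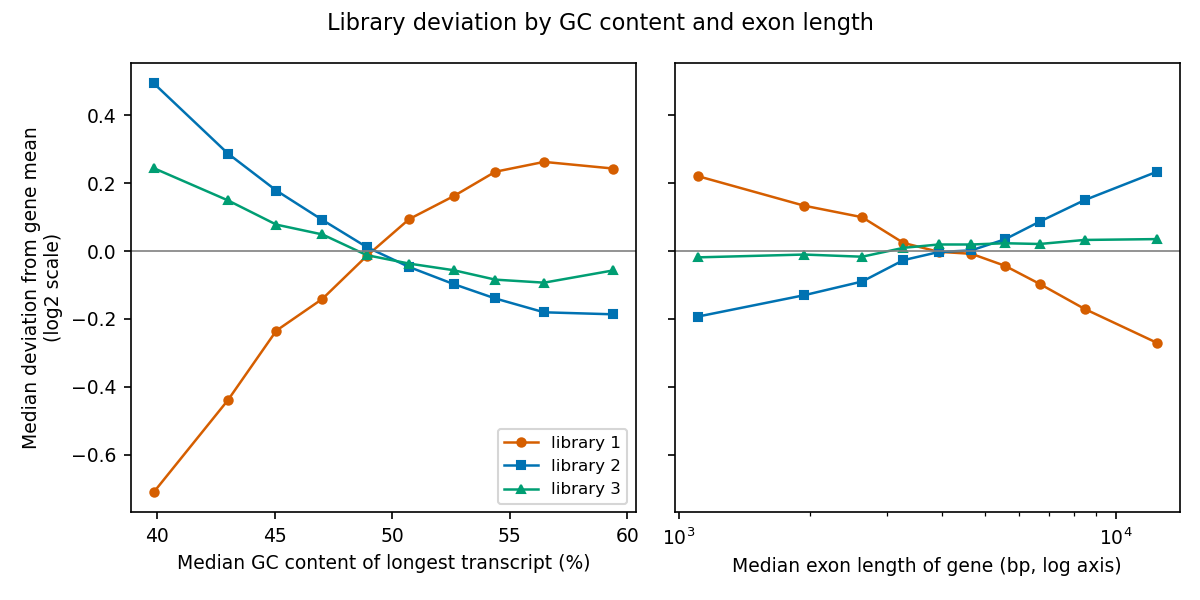
Median deviation of each library from the gene means (log2 scale) in 10 equal groups of genes ordered by GC content (left, percent) or exon length (right, base pairs, log axis); each point is 1 group of genes in 1 library. Library 1 runs from -0.71 in the group of lowest GC content to 0.24 in the highest, while libraries 2 and 3 run the other way.

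The most abundant transcripts were examined next, since a few genes with most of the counts would affect every other share. The 10 most abundant genes took 10.4% ± 0.80 of gene counts (SD, n = 3), and the 100 most abundant took 30.4%, 28.8% and 27.8% in libraries 1, 2 and 3. Division by exon length moved the share of the first 10 most, to 15.2%, with 8 genes shared between both lists. A ribosomal RNA gene, Rn18s-rs5 (ENSMUSG00000106106.2), ranked first with 1.65% ± 0.18 of counts, and the mitochondrial ribosomal RNA gene mt-Rnr2 second with 1.49% ± 0.75. The third was Gpx3 (chromosome 11, 54902453 to 54910377) at 1.17% ± 0.63, which fell from 1.88% in library 1 to 0.973% and 0.665% in libraries 2 and 3. The others were Col1a2 (1.15% ± 0.13), Igfbp5 (1.04% ± 0.097), Sparc (1.03% ± 0.17), Mgp (0.841% ± 0.30), Mfap4 (0.773% ± 0.31), Actb and Cst3. The share of each of the 10 lay within 1 SD of at least 1 neighbour in rank, so their order was not resolved.

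Collagen genes, 44 in all, took 3.16% ± 0.39 of gene counts (SD, n = 3), with 37 above a mean of 1 CPM and 15 above 100 CPM. The most abundant were Col1a2 (ENSMUSG00000029661.16, chromosome 6, 4504814 to 4541544) at 11497 ± 935 CPM and Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) at 5099 ± 853 CPM. Col3a1 followed at 3459 ± 1149 CPM, Col6a2 at 3170 ± 204 CPM and Col6a1 at 2736 ± 331 CPM. Among the other genes of the fibroblast panel, Dcn was at 4168 ± 560 CPM, Lum at 1596 ± 220 CPM, Col5a1 at 147 ± 10.1 CPM and Pdgfra at 135 ± 11.9 CPM.

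Sorting was meant to enrich leptomeningeal cells, and the panels compared fibroblast transcripts with those of other cell types. The fibroblast panel had a median log2(CPM + 1) of 11.53 ± 0.19 (SD, n = 3), against 4.17 for the median of the background genes. It exceeded each of 15 other cell type panels in 3 of 3 libraries. The panels hold different genes, whose abundance per cell may differ, and no unsorted sample was available. The differences therefore describe transcripts and measure neither shares of cells nor enrichment by sorting. The mean difference ranged from 3.86 ± 0.39 for mural cells to 11.12 ± 0.17 for neutrophils. The exact two-sided sign-flip permutation test gave p = 0.25 for each panel, and 0.25 after adjustment over 15 panels; no smaller value is possible with 3 libraries. The lowest difference over all alternatives was 3.46, for Schwann cells with the mean over genes in place of the median.

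The panels of mural and Schwann cells came next, at 7.67 ± 0.48 and 7.22 ± 0.47 on the log2 scale. The mural genes Acta2 and Tagln were at 1624 ± 632 and 655 ± 255 CPM, and the Schwann cell gene Pmp22 at 1309 ± 255 CPM. The oligodendrocyte panel followed at 5.13 ± 0.44, where Mbp was at 1069 ± 297 CPM and Cnp at 385 ± 142 CPM, both of which Schwann cells also express. The order of these panels depended on the processing. With genes past the filter only, oligodendrocytes lay 3.53 below the fibroblast panel, nearer than mural (3.86) and Schwann cells (4.31). With the mean over genes, Schwann cells (3.46) lay nearer than mural cells (3.61), and choroid plexus epithelium (5.63) nearer than oligodendrocytes (6.02). Per kilobase of exon the nearest were Schwann (4.18), mural (4.58) and erythroid cells (4.63). The panel of leptomeningeal fibroblast genes lay at 4.61 ± 0.32, at percentile 69.9 among random lists, and 6.92 ± 0.20 below the fibroblast panel. Its genes were uneven. Slc47a1 (ENSMUSG00000010122.14, chromosome 11, 61343401 to 61378345) was at 1045 ± 198 CPM and Ptgds (ENSMUSG00000015090.13, chromosome 2, 25466709 to 25470046) at 468 ± 208 CPM. Aldh1a2 (65.3 ± 1.82 CPM), Zic1 (57.9 ± 11.6 CPM), Foxc1 (34.6 ± 15.1 CPM) and Igfbp2 (16.9 ± 3.29 CPM) lay lower. Slc13a3 was at 6.92 ± 5.39 CPM, Slc6a13 at 5.61 ± 2.37 CPM and Slc22a6 at 2.81 ± 0.656 CPM. Lama1 had no count in library 1 and a mean of 0.279 CPM.

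**Figure D2:**
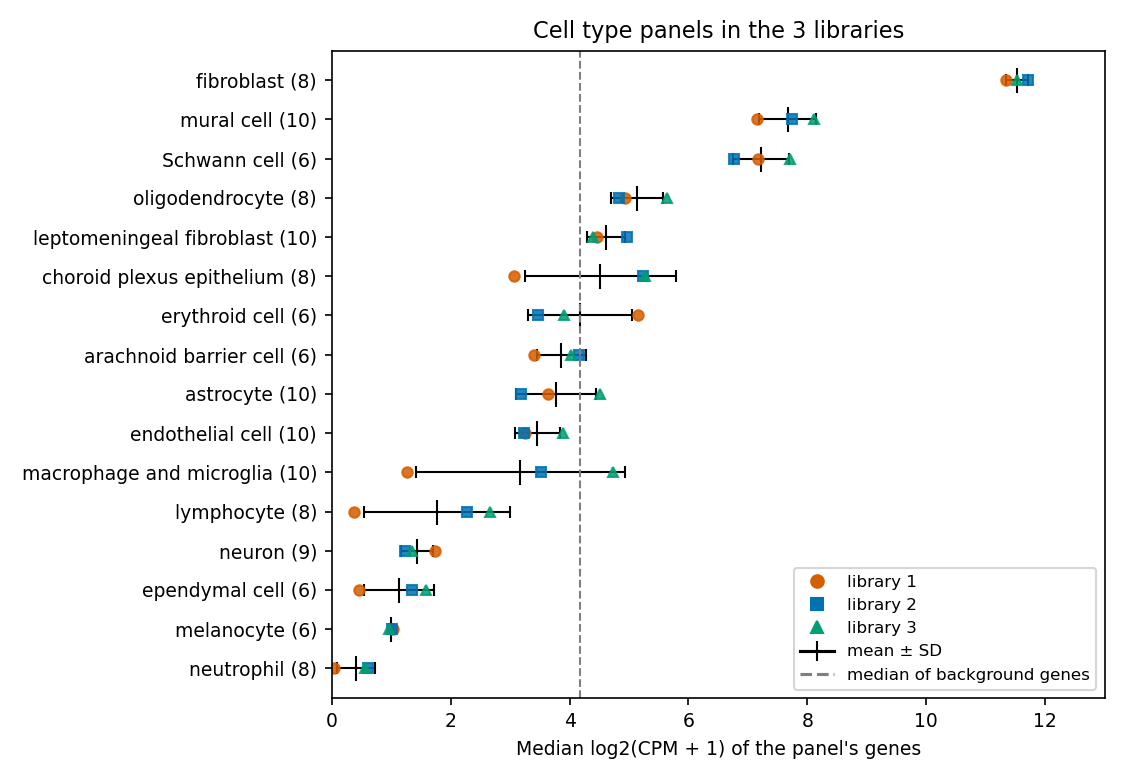
Median log2(CPM + 1) of the genes of each cell type panel (horizontal axis; number of genes in parentheses) in libraries 1, 2 and 3 (points), with the mean ± SD over the 3 libraries (black) and the median of the background genes (dashed line, 4.17). The fibroblast panel, at 11.53, lies above every other panel in each library, and the widest spread is that of macrophages and microglia.

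The remaining cell type panels lay at 4.52 ± 1.26 for choroid plexus epithelium, 4.18 ± 0.88 for erythroid cells and 3.86 ± 0.41 for arachnoid barrier cells. Astrocytes were at 3.78 ± 0.67, endothelial cells at 3.46 ± 0.38, macrophages and microglia at 3.18 ± 1.76, and lymphocytes at 1.77 ± 1.22. Neurons (1.44 ± 0.26), ependymal cells (1.13 ± 0.59) and neutrophils (0.40 ± 0.32) were low, as were melanocytes, 10.53 ± 0.20 below the fibroblast panel. Single genes of a low panel could still be abundant. Gja1 and Gjb6 of the astrocyte panel were at 1095 ± 395 and 552 ± 130 CPM, and Snap25 and Tubb3 of the neuron panel at 56.2 ± 12.5 and 13.3 ± 1.51 CPM. Cldn11 and Krt19 of the arachnoid barrier panel were at 30.7 ± 5.04 and 24.0 ± 13 CPM, and Cdh5 and Egfl7 of the endothelial panel at 28.9 ± 7.44 and 19.2 ± 8.76 CPM. Rsph1, Foxj1, Tyrp1, Pmel, Camp and S100a9, the leading genes of the ependymal, melanocyte and neutrophil panels, each had a mean of at most 6.80 CPM. Of the panels for cell states, immediate early genes were at 6.86 ± 0.47, with Fos at 2753 ± 731 CPM and Nr4a1 at 1342 ± 574 CPM. The interferon response panel was at 6.27 ± 0.34, with Ifit3 at 161 ± 56.7 CPM and Ifit1 at 134 ± 69.3 CPM, and proliferation was at 1.78 ± 0.94, with Top2a at 11.1 ± 8.37 CPM and Mki67 at 3.86 ± 3.04 CPM.

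The variation of panels between libraries was then set against random lists of equally abundant genes. Of 19 panels with at least 2 genes past the filter, 11 lay above percentile 95, where 0.95 would be met by randomly drawn lists. Markers of the same cell type may vary together, so a small difference in composition can place a panel there. The value of 0.95 is thus no measure of chance for such panels. Plain library totals gave 10 and the removal of the GC content and length trends 13. Without library 3 the number was 7 of 19, without library 1 it was 8 of 20, and without library 2 it was 11 of 19. The largest ranges on the log2 scale were 3.50 for macrophages and microglia, 2.93 for genes of the Y chromosome, 2.66 for choroid plexus epithelium, 2.09 for lymphocytes, 1.69 for erythroid cells and 1.63 for proliferation. Library 1 was lowest in these panels except the erythroid panel, in which it was highest. Oligodendrocytes (0.89), the interferon response (0.87), Schwann cells (0.84) and mural cells (0.74) varied less, and there library 3 was farthest from the others. The immediate early panel (0.53) lay at percentile 95.3, and at 86.5 with plain library totals or 7.83 after the trends were removed. The fibroblast and leptomeningeal fibroblast panels varied by 0.27 and 0.18, at percentiles 44.8 and 31.2. Because library 1 was lowest, the panel medians without it were higher for macrophages and microglia (4.13), lymphocytes (2.47) and the Y chromosome (5.43).

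**Figure D3:**
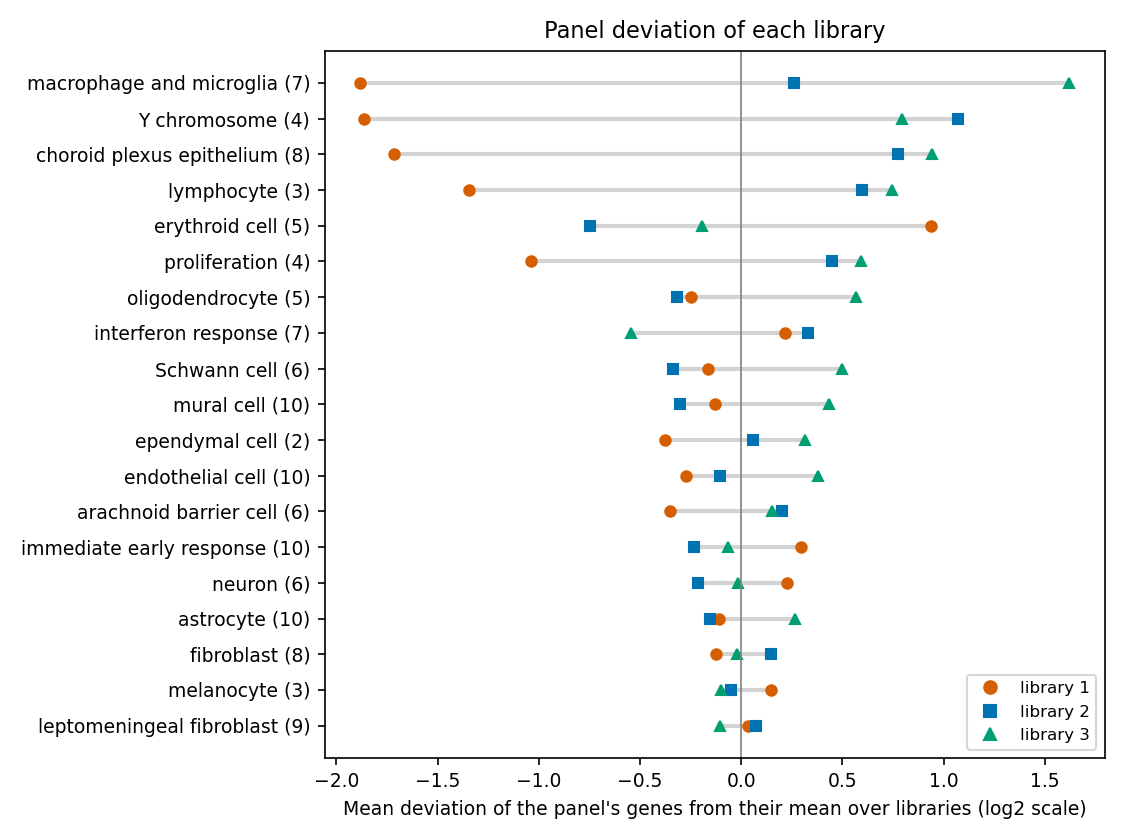
Mean deviation of each panel's genes from their mean over libraries (horizontal axis, log2 scale) in libraries 1, 2 and 3 (points), with the range in grey and the number of genes past the filter in parentheses. Library 1 lies at -1.88 for macrophages and microglia, -1.86 for the Y chromosome and -1.72 for choroid plexus epithelium, and at 0.94 for erythroid cells.

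Sex-linked transcripts differed between libraries. Xist (ENSMUSG00000086503.3, chromosome X, 103460366 to 103483254), transcribed from the inactive X chromosome of females, was at 35.7 CPM in library 1, 0.202 CPM in library 2 and 0.733 CPM in library 3. The Y-linked genes Ddx3y and Eif2s3y were at 19.9 and 4.75 CPM in library 1, against 175 and 66.5 CPM in library 2 and 129 and 57.6 CPM in library 3. The 4 Y-linked genes of the panel had a median log2 ratio of library 1 to the others of -2.94, and of -1.64 after the trends with GC content and length were removed, so that part of it followed base composition. The sex of the mice was not stated in the labels.

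The test for genes variable between libraries called 63 of 14409 genes at an adjusted p-value threshold of 0.05 (edgeR goodness of fit, Benjamini-Hochberg), and 1015 genes had an unadjusted value below it. The alternative that moved the count most was a filter on the mean count, chosen after seeing the data, which kept genes nearly missing from library 1 and called 181. Fits that each left out 1 library had fewer samples, so their lower counts cannot be told apart from lost power. They called 27 genes without library 1, 28 without library 2 and 12 without library 3. Of these, 8, 25 and 12 were among the 63. Library 1 was farthest from the median in 52 of the 63 genes, and lower in 48 of them. Over all filtered genes it was farthest in 52.5%. The 10 called genes with the largest range were Ttr, Enpp2, C1qc, C1qb, Lyz2, Csf1r, C1qa, Laptm5, Ctss and Arhgap5, each lowest in library 1. Ttr (ENSMUSG00000061808.3, chromosome 18, 20665280 to 20674321) was at 32.6, 1594 and 2530 CPM in libraries 1, 2 and 3, a range of 6.24 on the log2 scale (edgeR adjusted p = 6.461e-10). Enpp2 was at 41.7, 1503 and 2237 CPM (edgeR adjusted p = 4.193e-09). C1qb (ENSMUSG00000036905.8, chromosome 4, 136880129 to 136886187) was at 1.62, 39.2 and 130 CPM (edgeR adjusted p = 1.273e-09). The ranges of the other 7 lay between 4.02 and 5.65. Arhgap5, with the range of 4.02, had a GC content of 33.9%, in the class of genes that the trend lowered in library 1, whereas C1qa, C1qb and C1qc had 59.5%, 57.4% and 57.5%.

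Other leading genes of the variable panels followed their panels, with exceptions. Cd79a and Cd79b of the lymphocyte panel were at 1.21 and 0.808 CPM in library 1, 20.1 and 14.8 CPM in library 2, and 20.7 and 16.6 CPM in library 3. Hbb-bs and Hba-a1 were at 507 and 221 CPM in library 1, against 114 and 63.1 CPM in library 2 and 209 and 90.9 CPM in library 3. Aqp1 of the choroid plexus panel was at 73.3, 56.9 and 60.6 CPM and was not lowest in library 1.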

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

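The tests in this part were chosen, or revised, after the values they explain had been seen. Reads that the count table gave to no gene formed a signal outside the measurements used for the comparisons, above what a count of 0 allows. As means over 3 libraries, 14.66% of all reads in the table were not aligned and 16.53% aligned to more than 1 place. A further 8.89% aligned outside the counted features and 1.35% were shared by genes. The counting rule was not stated, so the 8.89% may include reads within introns of annotated genes. The share not aligned was highest in library 1 (20.1%, against 10.7% and 13.2%). The share outside the counted features was highest in library 2 (11.8%, against 7.20% and 7.68%). Genomic DNA in library 2 would spread reads evenly over the genome. Its 1835058 extra reads outside the counted features would then give 0.680 counts per kilobase. The 1026 olfactory receptor genes with at most 100 counts held 0.0846, which is 12.4% of that. A first version of the test used all 1028 such genes and subtracted the mean of libraries 1 and 3; it gave 7.9%, and the genes and the subtraction were changed after that value was known. Under both versions evenly spread genomic DNA accounts for little of the extra reads. Reads from unspliced RNA, unannotated transcripts and another annotation release were not tested. For the reads not aligned, and for those with several positions or genes, the table holds no sequence, so no cause was tested. No biological explanation was tested, because the design has 1 group.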

How the results depend on the processing

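All 150 alternatives for the fibroblast panel minus the 15 other cell type panels kept the direction, with differences of at least 3.46 on the log2 scale. That stability concerns the processing and does not turn the differences into shares of cells. With 3 libraries the permutation test cannot pass a threshold, so its p-value says nothing about stability. No paired analysis was possible because the labels gave 1 group.

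The count of variable genes (63) was 62 to 85 under other size factors, plain totals, a minimum of 10 counts in every library, and other dispersions. It rose to 134 with no filter on low counts, where 25083 genes were tested and 53 of the 63 were called again. Chosen after seeing the data, a filter on a mean of at least 10 counts gave 181 genes (60 of the 63 among them), which admits genes nearly missing from 1 library, and the removal of GC content and length trends gave 103 (46 of the 63); the cause of the latter rise was not tested beyond a simulation, in which the removal raised the recovery of changed genes from 156 to 189 of 200. It ranged from 12 to 28 genes across the 3 fits that each left out one replicate, which had fewer samples. The biological coefficient of variation (0.372) was 0.499 without a filter, which admits low genes, and ranged from 0.273 without library 1 to 0.429 without library 3.

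The share of the 10 most abundant genes (10.4%) was 15.2% per kilobase of exon, which favours short genes, and 10.1% to 10.8% when each replicate was left out. The number of panels past percentile 95 (11) was 10 to 13 under the alternatives with all libraries. It ranged from 7 without library 3 to 11 without library 2 across the fits that each left out one replicate, an alternative chosen after seeing the data.

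Depth limited the low genes: a count of 0 allowed up to 0.152 CPM in library 1 at its scaled size. At the fitted dispersion the simulated test recovered 130 of 200 genes changed 8-fold, so a gene without a call was not shown to be unchanged. The lowest genes were not among those changed, so recovery of low genes was not simulated.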

Other observations

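In this part, the tests of depth, of random loss, of index hopping and of oligodendrocytes were chosen after the values they use had been seen, and those of low-input noise and of cells of both sexes were revised after a first value was known. The other tests were set out before their values were looked at, but the patterns came from the same data, so what follows are hypotheses. Genes of the later lists named below fall outside the naming rule and were picked after their values were seen. Sex, dissection and sorting batch are not in the labels. With 1 group no biological difference between groups was tested, and sex and cell types were weighed only as sources of signal.

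Library 1 stood apart from libraries 2 and 3, with lower macrophage, choroid plexus and lymphocyte genes. Lower depth was argued against, since with all libraries thinned to the counts of library 1 the correlation of libraries 2 and 3 still exceeded the better pair with library 1 by 0.0337. The GC content and length trends were removed as a possible source of the lower choroid plexus panel, and its median log2 ratio in library 1 was still -2.47, from -2.74 before. They were not the whole source of the lower similarity either. Of the excess in the median absolute log2 ratio over that of libraries 2 and 3, 65.1% remained for libraries 1 and 3 (0.17 before and 0.11 after), whereas for libraries 1 and 2 it fell from 0.21 to 0.09, so that the larger part followed the trends. Random loss of molecules as the cause of the lower choroid plexus and macrophage panels was argued against by 12 further genes of these cells, 10 of which were lowest in library 1. Of 10000 random lists matched on abundance, 0.52% had as many genes lowest there, and their mean was 5.29. The 12 genes included no lymphocyte gene, so random loss was not tested for the lymphocyte panel.

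Noise from low input or amplification may add to the wider spread of library 1, and this stayed open. Outside the panels, the interquartile range of ratios with library 1 was 1.31 times that between libraries 2 and 3, as the median over 5 classes of abundance after removal of the trends (1.26 to 1.42). The first version, before removal, gave 1.23 to 1.92, with 4 of 5 classes above the limit of 1.5 that had been set for it. After removal 0 of 5 passed that limit, which taken alone would count against noise. The 2 versions thus point different ways, and a spread between single libraries cannot be told apart from differences between animals, so neither was taken to decide.

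A candidate explanation for the lower panels is that choroid plexus and immune cells, or their RNA, were carried into libraries 2 and 3 and less into library 1. The 12 further genes were listed before their values were looked at; 10 were lowest in library 1, before and after removal of the trends, and 4 of the 12 exceeded 10 CPM even in library 1. Kcne2 was at 0.152, 21.9 and 28.3 CPM in libraries 1, 2 and 3, and Fcgr3 at 0, 10.0 and 23.1 CPM. The exceptions were 1500015O10Rik (2980, 1554 and 1629 CPM) and Cyba (338, 102 and 137 CPM), both already abundant in library 1, and, among the genes of both panels past the filter, Aqp1 and Lyve1 (13.7, 8.43 and 15.5 CPM, named here after its values were seen). Ttr, the most abundant gene of the 2 panels, reached 2530 CPM in library 3, although by the mean over libraries 1500015O10Rik, which ran against the pattern, was more abundant (2055 against 1386 CPM). Macrophage genes also rose from library 2 to library 3, by 1.36 on the log2 scale, and choroid plexus genes by 0.17, so the 2 sources did not move in proportion. In the lymphocyte panel the signal came from the B-cell genes Cd79a and Cd79b, whereas the T-cell genes Cd3e and Trbc2, named here after their values were seen, had means of 0.292 and 0.0498 CPM. Cd2 of the same panel, also named after its values were seen, ran against the pattern. It was at 3.74, 2.22 and 2.81 CPM in libraries 1, 2 and 3. Erythroid genes went the other way and were highest in library 1. Their median log2 ratio of library 1 to the others was 1.54, and 0.87 after removal of the trends. Part of that excess thus followed the trends.

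Library 1 held both Xist and Y-linked reads. Index hopping from libraries 2 and 3 was argued against. The Y-linked genes stood at 12.3% of their mean CPM in libraries 2 and 3 (95% Wilson interval 11.4 to 13.3), while Ttr, the least represented of 1586 abundant genes, stood at 1.58%, which bounds what hopping could bring. Cells of both sexes in library 1 could explain the pattern, but the test did not decide. The 6 genes that escape X inactivation had a mean ratio at percentile 75.7 of matched random lists with the trends removed, and at 18.5 in a first version without removal, both short of the 95 asked for. Only 2 of the 6 were higher in library 1 than in both others, and 6 genes with small expected changes are too few to settle it. Tissue pooled from several mice, a partly mixed sample and carried-over cells cannot be told apart here.

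Low levels of several leptomeningeal panel genes, beside high levels of genes such as Mgp, prompted a test of cells from the outer meninges. The 10 dural and dural border genes were listed before their values were looked at, although Chad was also among the genes called variable. They had a median log2(CPM + 1) of 6.78 ± 0.30, and 10 pial and perivascular fibroblast genes 4.32 ± 0.02 (SD, n = 3). The difference was 2.46 ± 0.29, positive in 3 of 3 libraries (exact sign-flip permutation p = 0.25, the smallest possible). It was 4.16 per kilobase of exon and 1.53 with the mean over genes. The dural genes Nov (1797 CPM), Chad (1525 CPM) and Penk (826 CPM) were abundant, although Chad ran from 3296 CPM in library 1 to 384 CPM in library 3, and Thbs4, Cilp and Ndp were at 1.53, 2.90 and 0.729 CPM. Of the pial genes, Itih5 was at 417 CPM. Both lists were written from general knowledge, fibroblasts of either layer may share genes of both, and no reference profile of dura or pia was used here. The difference is consistent with outer meningeal cells in the sorted fraction as a hypothesis only.

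Myelin genes were found in all libraries, and oligodendrocytes as their source were argued against. Mog, Opalin and Ermn, which Schwann cells lack and which, like Mobp, are named outside the rule after their values were seen, reached at most 0.66 CPM in any library, while the myelin genes shared with Schwann cells were at 18.3 CPM or more and the median of the Schwann cell panel was at least 6.77 on the log2 scale. Mobp, which is counted as an oligodendrocyte gene, went the other way at 47.8 ± 8.73 CPM (SD, n = 3), so a small contribution was not excluded.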
